A study of Arabidopsis thaliana with 30 samples.

How the data were processed

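Leaves of 5 Arabidopsis thaliana lines were sampled as 3 mock and 3 inoculated libraries per line, 30 libraries in all. Per the labels, libraries were made from polyA-enriched RNA with the TruSeq RNA v2 protocol. The authors deposited 1 table of TPM values for 34218 gene identifiers, with 1 column per library and replicates kept apart, and each column sums to 1000000. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. All 30 columns matched a labelled sample by name.

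Low TPM values step by whole reads divided by a gene length. For each gene the shortest whole length between 20 and 40000 bp that turned the values of every library into whole numbers was searched, within 0.001 reads or a relative error of 1e-06. All 23721 genes above 0 gave whole reads, among them all 18114 genes above 0 in every library. Of 2000 genes drawn from these 18114, with values moved at random by up to 5%, 12 did. Genes at 0 in some libraries were not in this check, and with few values above 0 a length is found more easily. The scale of the reads was set on genes whose counted length equals their annotated span, and 3943 recovered lengths equal that span. PR1 was printed to 2 decimals in the deposited table, unlike every other gene, and its reads were recovered within that rounding. Recovered depth lay between 15186786 and 22974914 reads per library. These reads were used for depth, for low genes and for 1 alternative test, not for the main result. Reads without molecular identifiers are not independent molecules, so statements from reads cover counting error only.

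No 2 libraries held identical values. Replicates within a group differed by more than sampling noise, with a chi-square per degree of freedom between 6.13 and 33.8, and their log2 values correlated across genes with r between 0.987 and 0.997.

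Identifiers were matched to NCBI's TAIR10.1 (GCF_000001735.4) gene table for names and gene order only, and 32548 of 34218 matched. The 285 organelle identifiers, 133 of the chloroplast and 152 of the mitochondrion, had no name there. A further 1385 identifiers beginning with ENSRNA were listed at 0 in every library. No coordinates are given, since the authors' build is not named.

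Tests were run on log2(TPM + 1) for 16856 genes with a mean of at least 1 TPM over the 30 libraries, with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend). All 10 groups entered 1 fit and share 1 estimate of the spread, with no covariate. Adjustment was by Benjamini-Hochberg over all genes tested in each of 19 comparisons, and a gene was called at an adjusted p below 0.05 and an absolute log2 change of at least 1. Changes are on the log2(TPM + 1) scale, which understates the change of low genes. The comparisons were the effect of inoculation in 5 lines, pairs of lines in each treatment and 4 interactions of line and treatment. Response scores were compared by exact two-sided permutation, with 20 labelings within a line and 400 for a difference between lines, and adjusted over the comparisons of each kind. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

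The groups, the tests, the other settings to be tried, the defence panel and rule for named genes were fixed before the data were examined. The rule names the target genes, the genes of a 29-gene defence panel that were called in a line comparison or an interaction, and PR1, ICS1, PAD4, PAD3, FMO1 and PDF1.2A in the effects of inoculation. It also names the 2 largest rises and 2 largest falls among called genes with a mean of at least 5 TPM and, outside interactions, no overlap between the libraries compared. These were listed for the effect of inoculation in Col-0 and WT, for each line comparison and for each interaction. A list of 12 circadian clock genes, written after the TPM values had been read but before its values were looked at, was used in 1 check of sampling time.

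The fit was tested on simulated data before use. With 200 of 16856 genes changed by 2 on the log2 scale, it recovered 98.5% for the effect of inoculation in Col-0 and 98% for the interaction of Atmlkl123 and WT. Simulated residuals were independent between genes, which real ones are not.

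Replicate numbers come from the labels. Whether they pair libraries was checked by correlating deviations from group means across genes. In 2 of the 15 pairs of groups compared, WT mock with Atmlkl23 mock and Atmlkl23 mock with Atmlkl123 mock, every correlation of same-numbered libraries was over 0.1. The inoculated WT libraries and those labelled eds1, compared only by response score, also had every correlation over 0.1, between 0.202 and 0.300. Over all 15 pairs it lay between -0.325 and 0.356, with a median of 0.0946. Every correlation over 0.1 is called the rule for pairing here, and 3 of all 45 pairs of groups met it. Differently numbered libraries were not correlated, so the rule does not establish that numbers pair libraries. The fit without a block is the main result.

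The other settings tried were pseudocounts of 0.1 and 5, no filter, a filter at 5 TPM, quantile normalization, median-ratio scaling, organelle genes left out, only the groups compared in the fit, the replicate number as a block, no intensity trend, no fold minimum, Col-0 in place of WT as the reference, and leaving out each library in turn. Limma-voom on the recovered reads, and a permutation of response scores that kept replicate numbers together in the treatment that met the rule for pairing, were added after the data were seen. Tests of counts were planned only for a table of counts and were not run on TPM. Genes under the abundance filter, among them 3 panel genes, were tested only where the filter was left out. Signs shared by the interactions of Atmlkl123 with WT and with Col-0 were set against 100 simulated sets drawn from each gene's residual spread with no group changed, independently between genes.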

Results

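Transcript abundance was measured by RNA-seq in Arabidopsis thaliana leaves sampled 48 hours after inoculation with the powdery mildew fungus Golovinomyces orontii, an obligate biotroph of leaf epidermal cells, and in mock leaves that received no conidia. The series asks what part the AtMLKL proteins, plant relatives of the animal mixed lineage kinase domain-like protein that executes necroptosis, play in the response to this fungus. The 30 libraries covered 5 plant lines with 3 mock and 3 inoculated libraries each. The lines were Col-0, a line labelled WT, the mutant lines Atmlkl23 and Atmlkl123, and a line labelled eds1 for the immune regulator EDS1. The authors deposited TPM values (transcript abundance relative to a fixed library total) for 34218 genes, of which 23721 were above 0 in at least 1 library. The recovered depth ranged from 15186786 reads (Atmlkl23 inoculated replicate 1) to 22974914 (Atmlkl123 inoculated replicate 3), with a median of 19797925. In the shallowest library 1 read in a gene of 1 kb was worth 0.112 TPM. Between 16329 and 17190 genes reached 1 TPM per library. All 6 WT libraries carried the library prefix 3945 and the 24 libraries of the other lines the prefix 3859, so the WT line and its library batch cannot be told apart.

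The targeted genes were examined first. EDS1 (AT3G48090, chromosome 3) stood at 23.3 ± 1.95 TPM (SD, n = 3) in Col-0 mock libraries and at 84.2 ± 13.8 TPM (SD, n = 3) in Col-0 inoculated libraries. In the libraries labelled eds1 it stood at 14.5 ± 5.86 TPM (SD, n = 3) in mock and at 90.4 ± 14.9 TPM (SD, n = 3) after inoculation. The difference between the libraries labelled eds1 and Col-0 was -0.71 (SE 0.29) on the log2(TPM + 1) scale in mock and 0.10 (SE 0.29) after inoculation, with limma adjusted p of 0.0916 and 0.851. Without eds1 mock replicate 3 the mock difference was -1.003 and was called, and without eds1 inoculated replicate 3 the difference after inoculation was -0.0265. The EDS1 transcript level thus gave no check of the label after inoculation. The copy AT3G48080 reached 16.5 ± 2.76 TPM (SD, n = 3) in the inoculated libraries labelled eds1, and how the authors' counting divided reads between both genes is not given in the sources used here, so either value is uncertain. No gene carried the name MLKL in the reference gene table, so AT5G41730 and AT1G64300 (chromosome 1) are given by identifier as candidates. AT5G41730 was listed at 0 in 23 of the 30 libraries and at no more than 0.396 TPM in the others. AT1G64300 had 28, 33 and 29 recovered reads in Col-0 mock libraries and 47, 42 and 68 in Col-0 inoculated libraries. The Atmlkl123 libraries held 1, 2 and 0 reads in mock and 1, 0 and 0 after inoculation, while Atmlkl23 held between 25 and 48 reads per library. The libraries labelled eds1 held 10, 13 and 4 reads in mock and 0, 1 and 0 after inoculation. With a mean under 1 TPM over the 30 libraries, AT1G64300 was not among the genes tested. EDS1 thus does not set the line labelled eds1 apart from Col-0. Reads of AT1G64300 set it apart from Col-0, but from Atmlkl123 in mock only. The data of this line are therefore referred to as the libraries labelled eds1, and every direction drawn from them rests on that label.

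**Figure D1:**
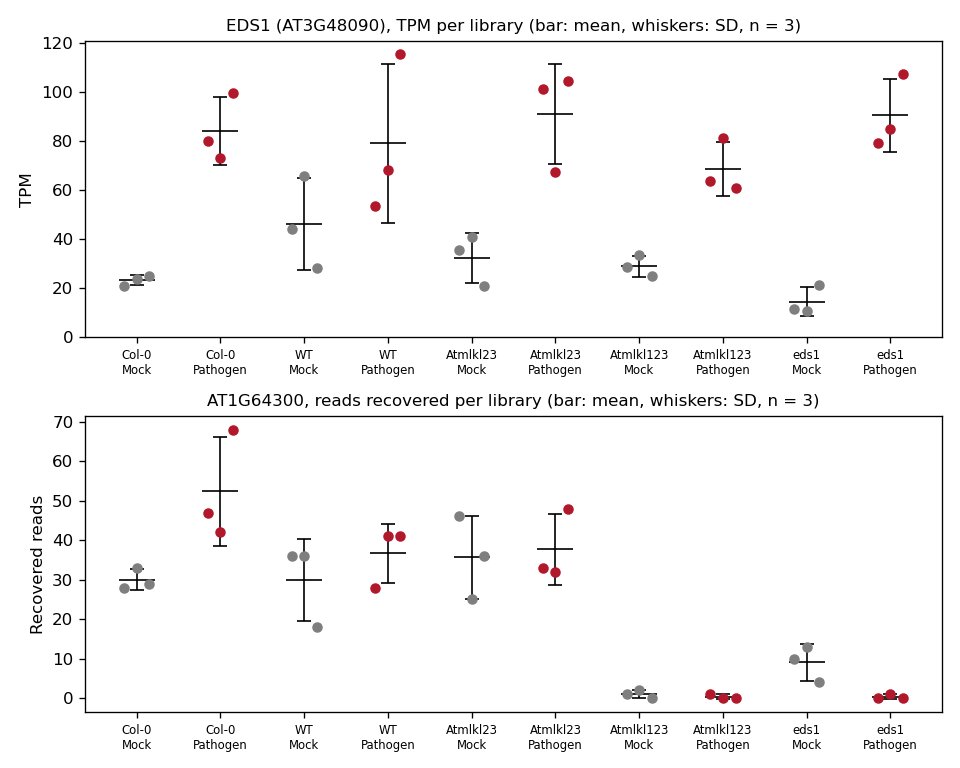
EDS1 in TPM (top) and AT1G64300 in recovered reads (bottom) for each library on the vertical axes, with the 10 groups on the horizontal axes, grey points for mock and red points for inoculated libraries, horizontal bars for group means and whiskers for the SD of 3 libraries. EDS1 reached 90.4 TPM on average in the inoculated libraries labelled eds1, and AT1G64300 had at most 1 read per library there and at most 2 in Atmlkl123.

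The first principal component of the 2000 most variable genes held 46.7% of the variance and the next held 12.4%. On the first component the inoculated libraries lay between 5.82 and 29.1 and the mock libraries between -36.7 and -3.90, with 1 exception. WT mock replicate 2 lay at 21.1.

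**Figure D2:**
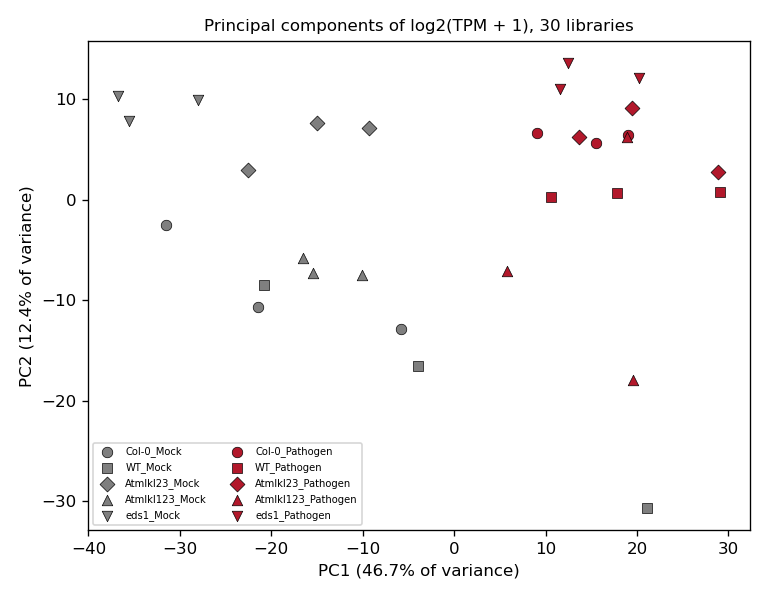
Scores of the 30 libraries on the first principal component (horizontal axis, 46.7% of the variance) and on the next (vertical axis, 12.4%), with symbols for the 5 lines, grey for mock and red for inoculated libraries. WT mock replicate 2, at 21.1 on the first component, lies among the inoculated libraries along that axis.

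The effect of inoculation was then compared within each line by limma-trend over 16856 genes, with a gene called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 change of at least 1. A sampling time is given for the inoculated libraries only, so a difference in time between mock and inoculated leaves stays open for these effects. In Col-0, 331 genes were called, 295 higher and 36 lower after inoculation, and 207 higher and 66 lower without Col-0 mock replicate 1. In WT, 241 genes were called, 153 higher and 88 lower. The WT balance rested on single libraries, with 273 higher and 63 lower without WT mock replicate 2 and 122 higher and 156 lower without WT mock replicate 3. Atmlkl23 gave 351 calls, 279 higher and 72 lower, and Atmlkl123 gave 114, 98 higher and 16 lower. The libraries labelled eds1 gave 621 calls, 523 higher and 98 lower. Dropping the fold minimum moved these counts most and evened out the balance. It gave 1167 higher and 752 lower genes in Col-0, 911 and 1114 in WT, 1263 and 905 in Atmlkl23, 302 and 297 in Atmlkl123, and 2106 and 1501 in the libraries labelled eds1. The Atmlkl123 count rested on single libraries: it was 34, 64 and 51 without mock replicate 1, 2 and 3, and 67 and 26 without inoculated replicate 2 and 3, while 147 genes were higher and 10 lower without inoculated replicate 1. For Atmlkl23 it was 208 without mock replicate 3 and 188 without inoculated replicate 3. With only the groups compared in the fit, WT gave 144 calls. Under the label eds1, AT1G64300 fell from 27 reads in the mock set to 1 after inoculation. A difference of genotype between both sets was not excluded. The calls, panel counts and score change of these libraries may therefore not measure inoculation alone. Counts in different lines do not by themselves test a difference between lines, for which the interactions are given further on.

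**Figure D3:**
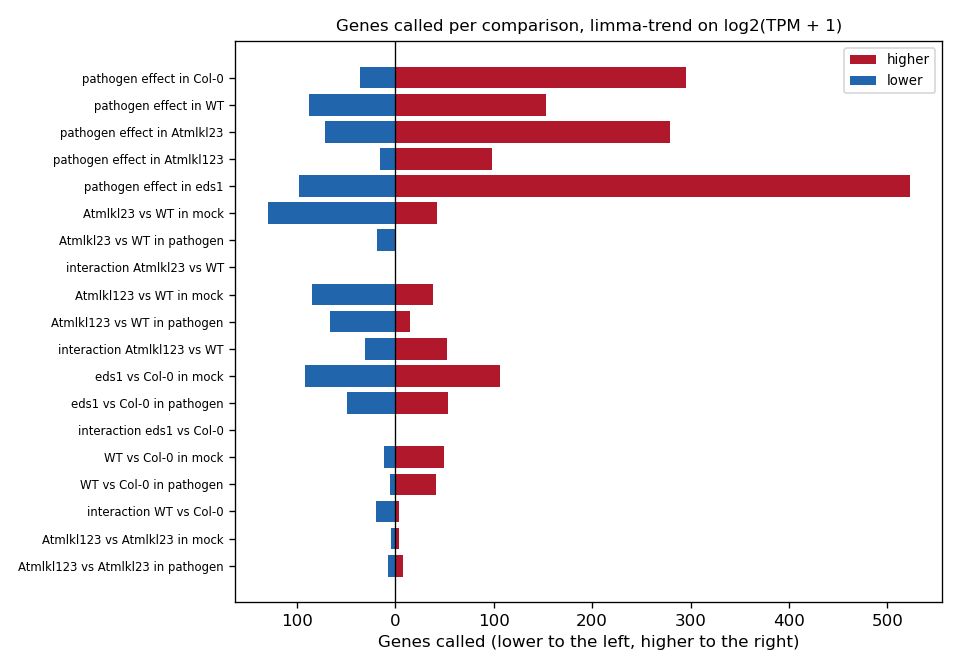
Number of genes called in each of the 19 comparisons on the horizontal axis, with genes lower in the first-named condition or line in blue to the left of 0 and higher genes in red to the right. The longest bar of higher genes, 523, was that of inoculation in the libraries labelled eds1, and the longest bar of lower genes, 130, that of Atmlkl23 against WT in mock.

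Among abundant genes without overlap between libraries, BG3 (AT3G57240) and AT5G03350 rose most in Col-0, by 4.43 (SE 0.49, limma adjusted p 4.52e-06) and 4.37 (SE 0.59, limma adjusted p 3.95e-05) on the log2(TPM + 1) scale. ASN1 (AT3G47340) fell by 2.41 (SE 0.28, limma adjusted p 7.47e-06) and AT5G42825 fell by 2.55 (SE 0.63, limma adjusted p 0.00939). The AT5G42825 call was lost without Col-0 inoculated replicate 1, where it fell by 1.84. In WT the largest rises were those of AT5G03350 (3.32, SE 0.59) and AT4G10500 (3.19, SE 0.69), and the largest falls those of GER3 (AT5G20630; -2.76, SE 0.51) and ASN1 (-2.42, SE 0.28), with limma adjusted p between 1.64e-05 and 0.00345. The AT4G10500 call was lost when only the groups compared entered the fit, at the same change of 3.19.

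Of a panel of 29 defence genes, 26 passed the abundance filter. In Col-0, 9 panel genes were called over all genes tested and 13 when adjusted over the list alone. The counts were 1 and 1 adjusted over the list alone in WT, 8 and 11 adjusted over the list alone in Atmlkl23, and 6 and 9 adjusted over the list alone in Atmlkl123. In the libraries labelled eds1 they were 16 and 18 adjusted over the list alone. The WT count over all genes was 9 and 2 without WT mock replicate 2 and 3, and 3 and 2 without WT inoculated replicate 1 and 3. The Atmlkl23 count was 4 without mock replicate 3, and 5 without inoculated replicate 1 or 3. The Atmlkl123 count was 1 and 2 without mock replicate 1 and 3, and 1 and 0 without inoculated replicate 2 and 3. PR1 (AT2G14610) had a log2 change of 3.90 (SE 1.34) in Col-0 with a limma adjusted p of 0.0605, short of the threshold. Without Col-0 mock replicate 3, which had 32.7 TPM against 0 and 1.16 in the other mock libraries, the PR1 change was 5.40 and was called. In WT the PR1 change was 2.72 (SE 1.34, limma adjusted p 0.194), and 5.30 and called without WT mock replicate 2, which held 456 TPM. PR1 was called in Atmlkl23 (4.56, limma adjusted p 0.0278), in Atmlkl123 (5.74, limma adjusted p 0.0194) and in the libraries labelled eds1 (5.68, limma adjusted p 0.00355). The Atmlkl23 call of PR1 was lost without mock replicate 1 (4.10) or 3 (4.37) and without inoculated replicate 1 (4.52) or 3 (4.02), and the Atmlkl123 call without mock replicate 1 (5.89), 2 (5.80) or 3 (5.52) and without inoculated replicate 2 (5.18) or 3 (6.01). By limma-voom on recovered reads PR1 was not called in Atmlkl23 (5.12), Atmlkl123 (8.05) or the libraries labelled eds1 (8.72), and with a pseudocount of 0.1 it was not called in Atmlkl23 (5.03). Under median-ratio scaling it was called in Col-0 (3.94). ICS1 (AT1G74710, EDS16 in the reference table) was called in Col-0 (1.39), Atmlkl23 (1.06) and the libraries labelled eds1 (1.36), but not in WT (0.56) or Atmlkl123 (0.73). The ICS1 call was lost in Col-0 without mock replicate 2 (1.27), and in Atmlkl23 without mock replicate 1 (0.94) or 3 (0.88) and without inoculated replicate 1 (1.05), 2 (1.19) or 3 (0.93). The Atmlkl23 call of ICS1 was also lost with a pseudocount of 5 (0.90), under quantile normalization (0.98), without the filter or the intensity trend (1.06 in both) and by limma-voom (1.11). It appeared in WT without WT mock replicate 2 (1.22). PAD4 (AT3G52430) was called in Col-0 (1.02), Atmlkl23 (1.004) and the libraries labelled eds1 (1.39). The PAD4 call was lost in Col-0 without mock replicate 1 (0.79) or inoculated replicate 3 (0.92), and in Atmlkl23 without mock replicate 3 or inoculated replicate 3 (0.86 in both). PAD4 was called in neither line with a pseudocount of 5 (0.90 in both), under quantile normalization (0.94 in both) or under median-ratio scaling (0.99 in Col-0 and 0.97 in Atmlkl23). PAD3 (AT3G26830), FMO1 (AT1G19250) and PDF1.2A (AT5G44420) were called in none of the 5 lines by limma-trend over all groups. With only the groups compared in the fit, PAD3 (2.21) and PDF1.2A (-1.01) were called in the libraries labelled eds1. FMO1 was called in WT without WT mock replicate 2 (1.34), and PDF1.2A in Atmlkl123 without mock replicate 2 (2.65) or inoculated replicate 1 (2.77), with the replicate number as a block (2.03), with a pseudocount of 5 (1.24), with a filter at 5 TPM (2.03), under quantile normalization (1.99) and under median-ratio scaling (2.01). EDS1 itself rose by 1.80 in Col-0, 1.49 in Atmlkl23, 1.21 in Atmlkl123 and 2.61 in the libraries labelled eds1, each called, and by 0.77 in WT, not called. The WT change of EDS1 was called without WT mock replicate 2 (1.06) or WT inoculated replicate 1 (1.01), and the Atmlkl123 call was lost without mock replicate 1 (1.21) or 3 (1.11) and without inoculated replicate 2 (1.09) or 3 (1.29).

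The strength of the response was also summarised per library as the mean log2(TPM + 1) of the 295 genes higher after inoculation in Col-0 minus that of the 36 lower genes. The score rose by 1.67 in WT, 1.90 in Atmlkl23, 1.40 in Atmlkl123 and 2.68 in the libraries labelled eds1, with no overlap between mock and inoculated libraries in any of these lines, which chance gives in 10% of comparisons of 3 against 3. Each difference had an exact two-sided permutation p of 0.1, which is the smallest that 20 labelings of 3 against 3 libraries allow. The score change exceeded that of WT by 0.23 in Atmlkl23 (exact permutation p 0.645, adjusted 0.645) and differed from it by -0.27 in Atmlkl123 (exact permutation p 0.58, adjusted 0.645). In the libraries labelled eds1 the change was 1.01 larger than in WT (exact permutation p 0.05, adjusted 0.15 over 3 interactions). None of the 3 passed the correction. All 3 are differences from WT, whose line and library batch cannot be told apart. Col-0, which shares the prefix of the libraries labelled eds1, had a mean score of -1.17 in mock and 1.77 after inoculation. The libraries labelled eds1 also averaged -1.17 in mock, but less than Col-0 after inoculation. Score genes were chosen on the Col-0 libraries, so this is no independent comparison. A larger response than in Col-0 was not shown. Apart from leaving out libraries, a filter at 5 TPM moved a score change within a line most, from 2.68 to 2.90 in the libraries labelled eds1. The inoculated libraries of WT and those labelled eds1 met the rule for pairing, which does not establish pairing. With line labels swapped only within replicate numbers among these libraries, the exact permutation p of the difference of 1.01 was 0.0625 over 160 labelings. The Atmlkl23 difference became -0.0654 without WT mock replicate 2. The score change of the libraries labelled eds1 exceeded that of WT by 1.28 without WT mock replicate 3 and by 1.19 without WT inoculated replicate 3, both past an unadjusted threshold of 0.05. Without WT mock replicate 2 it exceeded that of WT by 0.71, the lowest value with 1 library left out.

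**Figure D4:**
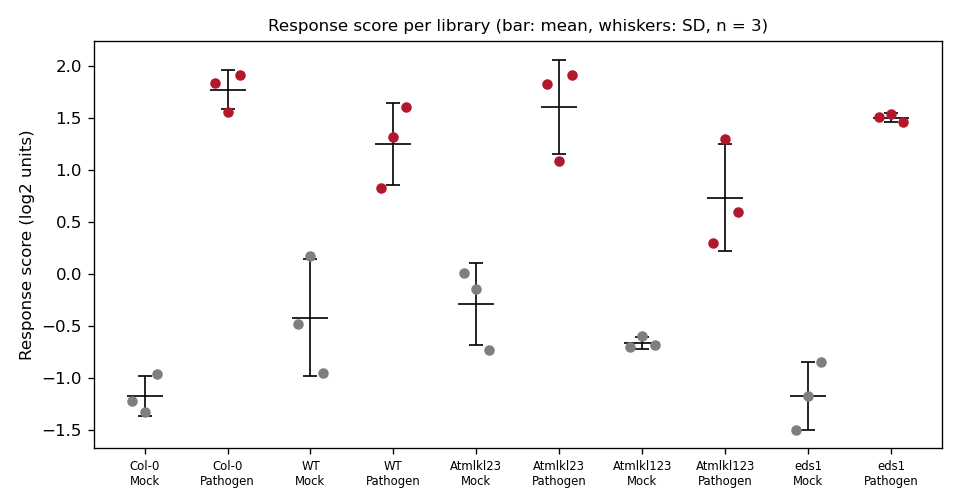
Response score in log2 units per library (vertical axis) for the 10 groups (horizontal axis), with grey points for mock and red points for inoculated libraries, horizontal bars for group means and whiskers for the SD of 3 libraries. Score genes were chosen on the Col-0 libraries, and WT mock replicate 2 has the highest score of the mock libraries at 0.17.

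Atmlkl23 was compared with WT in each treatment to ask how loss of AtMLKL function, as taken from the label, changes the transcriptome. Neither candidate transcript checks that label, since AT1G64300 kept its reads in Atmlkl23 and AT5G41730 was low in every line. In mock, 172 genes were called, 42 higher and 130 lower in Atmlkl23, 10 of them chloroplast genes that were all lower. The count was 92 without WT mock replicate 2, 395 without WT mock replicate 3 and 111 without Atmlkl23 mock replicate 2, and 82 genes were lower without Atmlkl23 mock replicate 1. There were 837 higher and 983 lower without the fold minimum. Against Col-0, whose libraries share the prefix of the mutants, 32 genes were called, 18 higher and 14 lower. BBX14 (AT1G68520) and ATCTH (AT2G25900) were the most raised, by 2.12 (SE 0.34) and 2.02 (SE 0.47). The chloroplast gene ATCG01020 (-2.86, SE 0.23) and AT1G05340 (-2.22, SE 0.50) were the most lowered, and the panel gene CBP60G (AT5G26920) was lower by -2.18 (SE 0.65). The limma adjusted p of these 5 genes lay between 4.91e-08 and 0.0335. The ATCTH call was lost without Atmlkl23 mock replicate 2 (1.75), and that of CBP60G without WT mock replicate 1 (-2.14) or 2 (-1.22) and without Atmlkl23 mock replicate 2 (-2.27) or 3 (-1.79). Against Col-0 none of these 5 genes was called, at 1.203 for BBX14, 1.57 for ATCTH, -1.40 for AT1G05340 and -0.72 for CBP60G. AT1G05340 and CBP60G were not called with only the groups compared in the fit. CBP60G was also not called without the filter or by limma-voom on recovered reads. After inoculation, 19 genes were called, all lower in Atmlkl23, and 13 of them were chloroplast genes. There were 11 higher and 33 lower without the fold minimum. The largest falls were those of ATCG01020 (-3.56, SE 0.23, limma adjusted p 2.57e-10) and ATCG00470 (-3.02, SE 0.18, limma adjusted p 1.41e-10). Against Col-0 neither was called, with ATCG00470 at 0.09 after inoculation (limma adjusted p 0.888) and ATCG01020 at 0.19 in mock (limma adjusted p 0.732) and -0.16 after inoculation.

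In Atmlkl123, 123 genes were called against WT in mock, 38 higher and 85 lower, and 82 after inoculation, 15 higher and 67 lower. Chloroplast genes made up 13 and 19 of these, all lower in Atmlkl123. The mock count was 234 without WT mock replicate 3, and the count after inoculation was 48 without WT inoculated replicate 2. After inoculation 28 genes were higher and 52 lower without WT inoculated replicate 1, and 24 higher and 60 lower without Atmlkl123 inoculated replicate 2. Without the fold minimum the balance was opposite, with 1377 higher and 608 lower in mock and 460 higher and 236 lower after inoculation. Against Col-0 the counts were 93 in mock, 48 higher and 45 lower, and 68 after inoculation, 44 higher and 24 lower. In mock AT1G75945 (4.04, SE 0.45) and AT5G48490 (2.20, SE 0.67) rose most, ATCG00470 (-3.23, SE 0.18) and ATCG00480 (-2.90, SE 0.18) fell most, and the panel gene PBS3 (AT5G13320) was lower by -1.93 (SE 0.62), with limma adjusted p between 3.15e-11 and 0.0441. The AT5G48490 call was lost without WT mock replicate 1 (2.17) or 3 (1.86) and without Atmlkl123 mock replicate 1 (2.14) or 2 (1.79). That of PBS3 was lost without WT mock replicate 1 (-2.13) or 2 (-0.83) and without Atmlkl123 mock replicate 1 (-1.93), 2 (-2.06) or 3 (-1.79). After inoculation AT1G75945 (2.78, SE 0.45) and AT1G76530 (1.17, SE 0.29) were the most raised, and ATCG01020 (-3.54, SE 0.23) and ATCG00470 (-3.42, SE 0.18) the most lowered, with limma adjusted p between 8.66e-12 and 0.022. The AT1G76530 call was lost without WT inoculated replicate 2 (0.96) and without Atmlkl123 inoculated replicate 2 (1.11) or 3 (1.12). Against Col-0, AT1G75945 (0.21 and 0.09), ATCG00470 (-0.50 and -0.31), ATCG00480 (-0.38 in mock), ATCG01020 (-0.14 after inoculation), AT5G48490 (1.99 in mock) and PBS3 (-0.76 in mock) were not called, while AT1G76530 was called after inoculation. PBS3 in mock and AT1G75945 and AT1G76530 after inoculation were not called with only the groups compared in the fit. AT5G48490 was not called with a pseudocount of 0.1 or without the filter, AT1G76530 with a pseudocount of 5, and PBS3 with a pseudocount of 5, without the filter, without the intensity trend or by limma-voom. AT1G75945 stood at 22.5 ± 1.23 TPM (SD, n = 3) in Atmlkl123 mock libraries, at 0.449 ± 0.345 TPM (SD, n = 3) in WT and at 19.3 ± 1.98 TPM (SD, n = 3) in Col-0. After inoculation WT replicate 1 held 7.62 TPM of it (46 reads), against 0 and 0.480 TPM in the other WT libraries.

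Whether inoculation acted differently in the mutants was tested by the interaction of line and treatment. For Atmlkl23 against WT no gene was called by limma-trend, 1827 genes had an unadjusted p below 0.05, and limma-voom on recovered reads also called 0. With the replicate number as a block, 4 were called, and under quantile normalization 2. The mock libraries of both lines met the rule for pairing. The count was 57 without WT mock replicate 3, 12 without Atmlkl23 inoculated replicate 2, 9 without WT inoculated replicate 3, 2 without Atmlkl23 mock replicate 3 and 1 without Atmlkl23 inoculated replicate 1. For Atmlkl123 against WT, 83 genes were called, 52 with a higher and 31 with a lower response in Atmlkl123. That count ranged from 21 without Atmlkl123 inoculated replicate 3 to 173 without Atmlkl123 inoculated replicate 2. It was 35 and 151 without WT mock replicate 2 and 3, 53, 52 and 42 without Atmlkl123 mock replicate 1, 2 and 3, and 52 and 26 without WT inoculated replicate 1 and 2. Lower responses outnumbered higher ones without WT mock replicate 2 (21 against 14), Atmlkl123 mock replicate 3 (23 against 19), WT inoculated replicate 2 (17 against 9) or Atmlkl123 inoculated replicate 3 (15 against 6), and with only the groups compared in the fit (18 against 14). Without WT mock replicate 1, 33 were higher and 24 lower. Against Col-0 the interaction of Atmlkl123 gave 3 calls, none of them among the 83. Of the 83, 77 had the same sign there, but both interactions share the Atmlkl123 libraries, and in 100 simulated sets with no group changed, 72 to 82 of the 83 leading genes did (median 78). ChlAKR (AT2G37770; 2.34, SE 0.56, limma adjusted p 0.0418) and TCH3 (AT2G41100; 2.00, SE 0.39, limma adjusted p 0.0142) had the largest positive interactions. AT1G49500 (-3.13, SE 0.62, limma adjusted p 0.0163) and AT3G19030 (-2.29, SE 0.37, limma adjusted p 0.00305) had the largest negative interactions. Against Col-0 these 4 interactions were 1.66, 0.49, -0.996 and -0.86, none of them called. The ChlAKR call was lost without WT mock replicate 2 (2.06), Atmlkl123 mock replicate 1 (2.29), 2 (2.40) or 3 (2.35), WT inoculated replicate 1 (2.23) or 2 (2.28), or Atmlkl123 inoculated replicate 1 (2.38) or 3 (1.98), and that of TCH3 without WT inoculated replicate 2 (1.83) or Atmlkl123 inoculated replicate 3 (1.78). ChlAKR was also not called with a pseudocount of 5, without the filter, without the intensity trend, with only the groups compared in the fit or by limma-voom on recovered reads. No panel gene was called in either interaction. Adjusted over the list alone, 1 was called for Atmlkl23 and 0 for Atmlkl123.

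The libraries labelled eds1 were compared with Col-0, which has the same library prefix. In mock, 198 genes were called, 106 higher and 92 lower, and under median-ratio scaling 212 were called, of which 39.6% were higher against 53.5% without it. The balance also moved with single libraries, to 58 higher and 156 lower without Col-0 mock replicate 1 and to 176 higher and 79 lower without Col-0 mock replicate 3, and was 67 higher and 71 lower with a filter at 5 TPM. It was 84 higher and 123 lower under quantile normalization, 212 higher and 112 lower by limma-voom on recovered reads, and 2135 higher and 743 lower without the fold minimum. After inoculation, 102 genes were called, 53 higher and 49 lower, and 40% of 100 calls were higher under median-ratio scaling against 52% without it. There were 39 higher and 64 lower under quantile normalization, 99 higher and 58 lower by limma-voom on recovered reads, and 946 higher and 373 lower without the fold minimum. The count after inoculation was 48 without Col-0 inoculated replicate 1 and 44 without eds1 inoculated replicate 3, 19 of these higher and 25 lower. Without eds1 inoculated replicate 1, 86 were higher and 52 lower. MRD1 (AT1G53480) had the largest rise in both treatments, 4.31 (SE 0.19, limma adjusted p 1.12e-13) in mock and 4.57 (SE 0.19, limma adjusted p 2.84e-14) after inoculation. PDF1.2A (2.69, SE 0.59) followed in mock and AZI1 (AT4G12470; 2.45, SE 0.59) after inoculation. The largest falls were those of XTH19 (AT4G30290; -2.89, SE 0.73) and AT4G09035 (-2.58, SE 0.89) in mock, and of DIP2 (AT5G03210; -2.08, SE 0.31) and GolS2 (AT1G56600; -2.02, SE 0.37) after inoculation. CBP60G was lower in mock by -1.92 (SE 0.65). The limma adjusted p of these 7 changes lay between 0.000831 and 0.0473. The AT4G09035 call was lost without Col-0 mock replicate 1 (-2.76), 2 (-2.68) or 3 (-2.29) and without eds1 mock replicate 1 (-1.96) or 2 (-2.56). That of CBP60G was lost without Col-0 mock replicate 2 (-1.68) or 3 (-1.59) and without eds1 mock replicate 1 (-1.82), 2 (-1.83) or 3 (-2.10), and that of AZI1 without Col-0 inoculated replicate 1 (2.31) or 2 (2.23) or eds1 inoculated replicate 3 (2.37). By limma-voom on recovered reads XTH19, AT4G09035 and CBP60G were not called in mock. The last 2 were also not called without the filter or the intensity trend, AT4G09035 not with a pseudocount of 0.1 and CBP60G not with a pseudocount of 5. In the interaction 1 gene was called by limma-trend, with 1424 genes at an unadjusted p below 0.05. It was AT5G47330 (1.42, SE 0.23, limma adjusted p 0.0305), which averaged 4.42 TPM, lay outside the rule for named genes and is named after its value was seen. Limma-voom on recovered reads called 0. Under quantile normalization and under median-ratio scaling 4 genes were called, 75% of them higher against 100% without it. The count was 0 without Col-0 mock replicate 1 or 3, eds1 mock replicate 1 or 2, Col-0 inoculated replicate 1 or 2, or eds1 inoculated replicate 2 or 3, 2 without Col-0 mock replicate 2 and 5 without Col-0 inoculated replicate 3.

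The reference lines WT and Col-0 differed at 61 genes in mock, 49 higher and 12 lower in WT, and at 47 genes after inoculation, 41 higher and 6 lower. Chloroplast genes made up 13 and 14 of these, all higher in WT. The mock count was 324 without WT mock replicate 3, 28 without WT mock replicate 2, 38 without WT mock replicate 1, and 37 and 40 without Col-0 mock replicate 1 and 2. The count after inoculation was 24 and 31 without Col-0 inoculated replicate 1 and 2, and 25 without WT inoculated replicate 2, and 11 genes were lower without Col-0 inoculated replicate 3. Without the fold minimum 375 genes were higher and 158 lower in mock, and 140 higher and 106 lower after inoculation. MRD1 and ATCG01020 were the most raised in WT, by 4.12 (SE 0.19) and 3.05 (SE 0.23) in mock and by 4.47 (SE 0.19) and 3.40 (SE 0.23) after inoculation. MRD1 stood at 0.600 ± 0.861 TPM (SD, n = 3) in Col-0 mock libraries and 24.6 ± 2.63 TPM (SD, n = 3) in WT. AT1G75945 was the most lowered in both treatments (-3.83 and -2.70, SE 0.45), followed by UMAMIT17 (AT4G08300; -1.66, SE 0.26) in mock and GSTU28 (AT1G53680; -1.37, SE 0.19) after inoculation. The limma adjusted p of these 8 changes lay between 4.95e-14 and 0.00174. The interaction of WT and Col-0 gave 24 calls, 4 with a higher and 20 with a lower response in WT. It gave 149 without WT mock replicate 3, 101 without WT inoculated replicate 3, 10 without Col-0 mock replicate 1, 6 without Col-0 mock replicate 2 or WT mock replicate 1, 3 without Col-0 mock replicate 3, 5 without WT mock replicate 2, 1 without WT inoculated replicate 1 and 0 without Col-0 inoculated replicate 1 or WT inoculated replicate 2. Its largest positive interactions were those of KCS2 (AT1G04220; 1.54, SE 0.33) and GA3OX1 (AT1G15550; 1.40, SE 0.23), and its largest negative ones those of AT5G46500 (-2.05, SE 0.36) and AT5G08780 (-1.98, SE 0.30), with limma adjusted p between 0.0155 and 0.0417. The KCS2 call was lost without Col-0 mock replicate 1 (1.44), 2 (1.62) or 3 (1.57), WT mock replicate 1 (1.47) or 2 (1.36), Col-0 inoculated replicate 1 (1.55) or 3 (1.43), or WT inoculated replicate 1 (1.61) or 2 (1.46). The GA3OX1 call was lost without Col-0 inoculated replicate 1 (1.31) or WT inoculated replicate 1 (1.29) or 2 (1.35). The AT5G46500 call was lost without Col-0 mock replicate 3 (-2.03), WT mock replicate 2 (-1.78), Col-0 inoculated replicate 1 (-1.86) or WT inoculated replicate 1 (-2.04) or 2 (-2.03), and that of AT5G08780 without Col-0 inoculated replicate 1 (-1.71) or WT inoculated replicate 2 (-1.93). With only the groups compared in the fit, none of these 4 interactions was called, nor UMAMIT17 in mock or AT1G75945 after inoculation. UMAMIT17 and GSTU28 were not called with a pseudocount of 5, and KCS2 not without the filter or the intensity trend. Under quantile normalization 66.7% of the calls between WT and Col-0 in mock were higher, against 80.3% without it. No panel gene was called over all genes between WT and Col-0 in either treatment or in the interaction. Adjusted over the list alone, 3 were called higher in WT in mock, 0 after inoculation, and 2 with a lower response in WT in the interaction. The median panel change was 0.80 in mock and -0.77 in the interaction.

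Atmlkl123 and Atmlkl23 share a library prefix and were compared directly. In mock, 9 genes were called, 4 higher and 5 lower in Atmlkl123, with 44.4% higher against 33.3% under median-ratio scaling, and the count was 3 and 2 without Atmlkl23 mock replicate 2 and 3, and 3, 1 and 4 without Atmlkl123 mock replicate 1, 2 and 3. With only the groups compared in the fit it was 41, 31 higher and 10 lower. Without the fold minimum 12 were higher and 7 lower. AT1G75945 (4.22, SE 0.45, limma adjusted p 2.33e-05) and PORB (AT4G27440; 1.06, SE 0.21) were the most raised, and PPCK1 (AT1G08650; -1.16, SE 0.20) and SWEET17 (AT4G15920; -1.14, SE 0.23) the most lowered. The calls of PORB, PPCK1 and SWEET17 were each lost when any 1 of the 6 libraries was left out, with changes between 0.81 and 1.19, -1.22 and -1.11, and -1.27 and -0.98. None of the 3 was called with a pseudocount of 5. PORB and SWEET17 were not called without the filter, without the intensity trend or under median-ratio scaling, nor PORB under quantile normalization or SWEET17 by limma-voom. After inoculation, 16 genes were called, 8 higher and 8 lower (29 and 16 without the fold minimum), and under quantile normalization 38.9% of the calls were higher against 50% without it. The count was 4 without Atmlkl23 inoculated replicate 1, 9 without Atmlkl23 inoculated replicate 2, 8 without Atmlkl123 inoculated replicate 3, and 43 without Atmlkl23 inoculated replicate 3 (18 higher and 25 lower) or Atmlkl123 inoculated replicate 2 (34 higher and 9 lower). AT1G75945 (3.82, SE 0.45, limma adjusted p 0.000157) and ASN1 (1.68, SE 0.28, limma adjusted p 0.00462) were the most raised, and GolS2 (-2.26, SE 0.37, limma adjusted p 0.00398) and AT1G49500 (-2.13, SE 0.44, limma adjusted p 0.0302) the most lowered. The GolS2 call was lost without Atmlkl23 inoculated replicate 1 (-1.90), and that of ASN1 without it (1.41) or without Atmlkl123 inoculated replicate 3 (1.56). That of AT1G49500 was lost without Atmlkl23 inoculated replicate 1 (-1.95) or 2 (-2.04) and without Atmlkl123 inoculated replicate 1 (-2.17), 2 (-2.001) or 3 (-2.22). These 3 genes were not called with only the groups compared in the fit. AT1G49500 was also not called with a pseudocount of 5, without the filter or by limma-voom.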

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

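The tests of scaling, depth, library batch, shared signs and splits with line differences removed were chosen only after the results were seen, and only the counts of other splits were planned. The effect of inoculation differed between Atmlkl123 and WT at 83 genes, among them AT1G49500 (-3.13), AT3G19030 (-2.29), ChlAKR (2.34) and TCH3 (2.00), each difference tested by the interaction of line and treatment. Scaling between libraries is argued against as the whole cause, since 81 of the 83 were called in the same direction under both other scalings. Unequal depth was argued against in the same way, with 79 called by limma-voom on recovered reads. The library batch of WT cannot be told apart from the line, because all WT libraries share the prefix 3945. Against Col-0, which has the prefix of the mutant, the interaction gave 3 calls. There 77 of the 83 had the same sign, within the 72 to 82 that sharing the Atmlkl123 libraries gave in simulated sets with no group changed, so this share decides nothing. Of 100 splits of the same libraries, 10 gave at least as many calls, but all 10, the real one among them, kept the true lines in at least 1 treatment and so carried the difference between the lines into the interaction, which leaves that count without meaning for chance. Among splits with line differences removed, 1 of 100 gave as many calls, the real one, and no other gave more than 6, which argues against chance. Removing an estimated line difference also removes a little noise from the other splits, and not all possible splits were drawn. Both limit this evidence. The count also rested on single libraries, from 21 without Atmlkl123 inoculated replicate 3 to 173 without Atmlkl123 inoculated replicate 2, and so did its balance of 52 higher and 31 lower responses, which was 6 and 15 without Atmlkl123 inoculated replicate 3. The ChlAKR and TCH3 calls were lost without Atmlkl123 inoculated replicate 3, at 1.98 and 1.78. An effect of the AtMLKL genes stays among the open explanations and was not tested apart from these.

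The effect of inoculation differed between WT and Col-0 at 24 genes, with AT5G08780 (-1.98), AT5G46500 (-2.05), KCS2 (1.54) and GA3OX1 (1.40) the leading ones by the rule for named genes. Under both other scalings 23 of the 24 were called in the same direction, and 23 by limma-voom on recovered reads, which argues against scaling and depth. Of 100 splits, 10 gave at least as many calls, 8 of them, the real one included, with the true lines kept in at least 1 treatment, so this count too says nothing of chance. Among splits with line differences removed, 4 of 100 gave as many calls, the real one included, up to 301. This lies under the 5% threshold but close to it, and with the limits of these splits given above it is weak evidence against chance. The count was 149 without WT mock replicate 3, 101 without WT inoculated replicate 3 and 0 without Col-0 inoculated replicate 1 or WT inoculated replicate 2. A difference of genotype or of library batch between both lines may underlie it, and the shared prefix of the WT libraries leaves these open.

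The effect of inoculation differed between the libraries labelled eds1 and Col-0 at 1 gene, AT5G47330 (1.42), by limma-trend, with 1424 genes at an unadjusted p below 0.05. Limma-voom on recovered reads called 0. Of 100 splits of the same libraries, 19 gave at least 1 call, 17 of them, the real one included, with the true lines kept in at least 1 treatment, so this count does not measure chance. Among splits with line differences removed, 4 of 100 gave at least 1 call, the real one included, up to 87, under the 5% threshold but close to it. With the limits of these splits given above, this is weak evidence against chance. Other causes of this single call were not tested further.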

How the results depend on the processing

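Limma-voom on recovered reads and the permutation of scores within replicate numbers were chosen only after the results were seen, and all other alternatives were planned.

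With a pseudocount of 5, counts of calls for the effect of inoculation were 173 in Col-0, 122 in WT, 160 in Atmlkl23, 66 in Atmlkl123 and 330 in the libraries labelled eds1. In mock they were 57 for Atmlkl23 and 49 for Atmlkl123 against WT, 66 for the libraries labelled eds1 and 26 for WT against Col-0, and 3 for Atmlkl123 against Atmlkl23. After inoculation they were 36 for Atmlkl123 against WT, 32 for the libraries labelled eds1 and 25 for WT against Col-0, and 8 for Atmlkl123 against Atmlkl23. The interactions gave 47 for Atmlkl123 against WT and 0 for the libraries labelled eds1 against Col-0. A larger pseudocount shrinks log2 changes of low genes by construction. With a pseudocount of 0.1, counts were 261 for Atmlkl23 against WT, 360 for the libraries labelled eds1 and 98 for WT against Col-0 in mock, 163 for the libraries labelled eds1 against Col-0 and 28 for Atmlkl123 against Atmlkl23 after inoculation.

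Without the fold minimum, which by construction adds calls, inoculation gave 1919 calls in Col-0, 2025 in WT, 2168 in Atmlkl23, 599 in Atmlkl123 and 3607 in the libraries labelled eds1. Mock and inoculated counts were 1820 and 44 for Atmlkl23 against WT, 1985 and 696 for Atmlkl123 against WT (where most calls were then higher, not lower), 2878 and 1319 for the libraries labelled eds1 against Col-0, 533 and 246 for WT against Col-0, and 19 and 45 for Atmlkl123 against Atmlkl23. The interactions gave 184 for Atmlkl123 against WT and 37 for WT against Col-0.

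With only the groups compared in the fit, which leaves fewer samples for the spread, inoculation in WT gave 144, Atmlkl23 against WT in mock 111, Atmlkl123 against WT after inoculation 42, WT against Col-0 in mock 19, and Atmlkl123 against Atmlkl23 41 in mock and 1 after inoculation. Why the count of Atmlkl123 against Atmlkl23 in mock rose, from 9, was not tested. The interactions gave 32 for Atmlkl123 against WT, 0 for the libraries labelled eds1 against Col-0 and 0 for WT against Col-0. With Col-0 as the reference line, Atmlkl23 gave 32 in mock and 7 after inoculation, and the interaction of Atmlkl123 gave 3. ATCG01020 in mock (0.19) and ATCG00470 after inoculation (0.0886) changed sign there for Atmlkl23, and neither was called. Of values not called, EDS1 changed sign there in mock for Atmlkl23 (0.41) and Atmlkl123 (0.30) and in their interactions (-0.31 and -0.59), and AT3G48080 in mock for Atmlkl123 (0.77) and in both interactions (-0.85 and -1.17). The cause was not tested. Limma-voom on recovered reads gave 390 for inoculation in WT, 263 for Atmlkl23 against WT in mock, 324 and 157 for the libraries labelled eds1 against Col-0 in mock and after inoculation, and 0 and 38 for the interactions of the libraries labelled eds1 and of WT with Col-0. The cause was not tested.

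Without a filter, which tests more genes, the interactions gave 52 for Atmlkl123 against WT, 0 for the libraries labelled eds1 against Col-0 and 6 for WT against Col-0. With a filter at 5 TPM, which removes the called gene, that of the libraries labelled eds1 gave 0. Quantile normalization gave interaction counts of 2 for Atmlkl23 against WT, 4 for the libraries labelled eds1 and 49 for WT against Col-0, and median-ratio scaling gave 4 and 40 for the last 2. The uncalled difference of AT3G48080 between the libraries labelled eds1 and Col-0 in mock changed sign under both scalings (-0.0184 and -0.0160). Leaving out organelle genes left 5 calls for Atmlkl23 against WT after inoculation. That removed the 13 chloroplast genes among the 19, and of the 6 nuclear ones AT5G09600 was no longer called (-1.81, limma adjusted p 0.0736 against 0.0443). Without the intensity trend Atmlkl123 against Atmlkl23 in mock gave 5. The cause of the scaling and trend shifts was not tested. The excess of the score change in the libraries labelled eds1 over WT passed an unadjusted threshold at a pseudocount of 0.1 (1.15), a filter at 5 TPM (1.098), quantile normalization (1.04) and median-ratio scaling (1.04), where the exact permutation p lay between 0.04 and 0.045, against 0.05 without these. It stayed short of the threshold with a pseudocount of 5 (0.82, exact permutation p 0.065) and without a filter (0.90, exact permutation p 0.06).

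With the replicate number as a block, the interaction of Atmlkl23 against WT gave 4 calls in place of 0. Counts in the 2 compared pairs of groups that met the rule for pairing were 182 for Atmlkl23 against WT in mock and 9 for Atmlkl123 against Atmlkl23 in mock. Among named genes the block changed 1 call, that of PDF1.2A in Atmlkl123 (2.03), and no other. Permuting scores within replicate numbers where groups met that rule gave an exact permutation p of 0.0625 for the excess of the libraries labelled eds1 over WT and of 0.562 for that of Atmlkl23, against 0.05 and 0.645. The other pairs of groups compared did not meet the rule.

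Leaving out each library in turn gave these lowest and highest counts of calls. The counts ran from 257 to 397 for inoculation in Col-0, 188 to 336 for inoculation in WT, 188 to 412 for inoculation in Atmlkl23, 26 to 157 for inoculation in Atmlkl123 and 541 to 668 for inoculation in the libraries labelled eds1. They ran from 92 to 395 for Atmlkl23 against WT in mock, 15 to 21 for Atmlkl23 against WT after inoculation, 0 to 57 for the interaction of Atmlkl23 against WT, 108 to 234 for Atmlkl123 against WT in mock, 48 to 94 for Atmlkl123 against WT after inoculation and 21 to 173 for the interaction of Atmlkl123 against WT. For the reference lines and the remaining comparisons they ran from 190 to 255 for the libraries labelled eds1 against Col-0 in mock, 44 to 138 for the libraries labelled eds1 against Col-0 after inoculation, 0 to 5 for the interaction of the libraries labelled eds1 against Col-0, 28 to 324 for WT against Col-0 in mock, 24 to 68 for WT against Col-0 after inoculation, 0 to 149 for the interaction of WT against Col-0, 1 to 7 for Atmlkl123 against Atmlkl23 in mock and 4 to 43 for Atmlkl123 against Atmlkl23 after inoculation. The response score ran from 1.40 to 1.96 in WT, 1.68 to 2.16 in Atmlkl23, 1.11 to 1.61 in Atmlkl123, 2.52 to 2.84 in the libraries labelled eds1, -0.0654 to 0.50 for the difference of Atmlkl23 against WT, -0.57 to -0.00613 for the difference of Atmlkl123 against WT and 0.71 to 1.28 for the difference of the libraries labelled eds1 against WT. The excess score of the libraries labelled eds1 over WT passed the unadjusted threshold without WT mock replicate 3 (1.28) and without WT inoculated replicate 3 (1.19).

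Values that were not called changed sign with 1 library left out for these genes. In the effect of inoculation in WT, FMO1 ran from -0.0290 to 1.34, PAD3 from -0.16 to 1.74, PAD4 from -0.12 to 0.45 and PDF1.2A from -0.75 to 0.22. AT3G48080 ran from -0.0994 to 0.34 for Atmlkl23 against WT in mock, from -0.39 to 0.0490 and from -0.45 to 0.19 for Atmlkl123 against WT in mock and after inoculation, from -0.22 to 0.42 in the interaction of Atmlkl123 and WT, and from -0.0998 to 0.21 for the libraries labelled eds1 against Col-0 in mock. EDS1 ran from -0.38 to 0.17 for Atmlkl123 against WT, from -0.0265 to 0.23 for the libraries labelled eds1 against Col-0 and from -0.46 to 0.0883 for WT against Col-0, all after inoculation, and from -0.39 to 0.0777 for Atmlkl123 against Atmlkl23 in mock.

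Named-gene results kept direction and call in 1408 cases over the other alternatives, lost the call in 89, gained it in 10 and changed sign in 11. With 1 library left out, 700 were kept, 109 lost the call, 15 gained it and 22 changed sign. Kept cases include results not called in the main fit that stayed uncalled. Of the 1408, 125 come from dropping the fold minimum, which cannot remove a call. These counts therefore overstate how stable the calls are. In 14 of the comparisons of 3 against 3 libraries, 1 of 10 splits gave as many calls, the real one alone, and in that of WT and Col-0 in mock 2 of 10 did, the other with 142. In the 14, no other split gave more than 35 calls. A count over 10 splits is too coarse to exclude chance by itself. For the interaction of Atmlkl23 against WT, whose count is 0, all 100 splits met it by construction, so this says nothing of chance. The 3 alternatives planned only for a table of counts (another count test with its own size factors, no filter on low counts, and a test of log values beside a count test) were not run because the deposited table holds TPM. The depth of 15186786 to 22974914 reads limits statements on genes of few reads, such as AT1G64300.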

Other observations

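All tests in this part were chosen only after the result was seen, except the test of a segment around EDS1 and the test of clock genes. The rule for reading the clock genes was changed after its result was seen, from a verdict against a difference in sampling time to an open one.

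AT1G64300 had 1 read in the 3 inoculated libraries labelled eds1, where the Col-0 inoculated level would have given 153.4 reads at the same depth, so counting error does not explain it. A swap with Atmlkl123 libraries was argued against, because the inoculated Atmlkl123 libraries held 1 read as well and no partner was out of place. In mock, the libraries labelled eds1 held 27 reads against 3 in Atmlkl123, which argues against Atmlkl123 plants under that label in the mock set. For the inoculated set the same explanation stays open. Were it true, the effect of inoculation, the score change and the interaction with Col-0 under this label would compare genotypes as well. Of the 185 genes called between the libraries labelled eds1 and Atmlkl123 in mock, 82.7% kept their sign after inoculation. After inoculation 29 genes were called between them, 7 of these in the same direction as in mock. Differences in growth could give such values too. A variant of the eds1 line at AT1G64300 may also lower its reads and was not tested.

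Chloroplast genes made up between 1.98% and 2.51% of TPM in the WT libraries and between 0.757% and 1.43% in all others. The lowest WT library, at 1.983%, lay above every library of prefix 3859. Library batch and line cannot be told apart here, since prefix 3945 holds WT libraries only. A larger chloroplast share could push nuclear TPM down in WT, but a share of at most 2.51% moves them far less than the fold minimum. After organelle genes were left out and TPM rescaled, 160 of the 161 nuclear genes called between Atmlkl23 and WT in mock were called in the same direction. With so small a share this outcome was given in advance and adds no evidence. Such a push would also make nuclear genes higher in Atmlkl23, while 120 of the 161 were lower and 41 higher.

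WT mock replicate 2 held 456 TPM of PR1, against at most 190 TPM in any inoculated library and at most 32.7 TPM in the other mock libraries. A swap with an inoculated WT library was argued against by their response scores, the lowest of which was 0.8228, above the highest of the other mock libraries at 0.0051. RNA of inoculated plants mixed into this library was argued against by 38 of the 295 genes higher after inoculation in Col-0, which stood above all 15 inoculated libraries here, while no other mock library had more than 2 such genes. Induced defence in this plant sample, from another infection or from stress, may explain these values and was not tested.

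MRD1 was near 0 in Col-0 and present in all other lines. A genomic difference in the region could raise or lower its neighbours too. Of 20 tested neighbours, 0 were called by limma-trend between WT and Col-0 in both treatments, while AT1G53490 (HEI10; 1.28) was called after inoculation only and AT1G53542 (1.67) in mock only. HEI10 was low in Col-0 as well. It reached at most 0.714 TPM in Col-0 mock libraries against at least 1.44 TPM in those of every other line, and at most 0.328 TPM against at least 1.58 TPM after inoculation. In mock its change between WT and Col-0 was 0.80, under the fold minimum (limma adjusted p 0.00891). Against the libraries labelled eds1 HEI10 was called in both treatments (1.22 and 1.33 higher than in Col-0). The HEI10 values speak against a change limited to MRD1, and whether the region differs stays open. AT1G75945 separated the lines differently, with 22.5 TPM in Atmlkl123 mock, 19.3 TPM in Col-0 mock, 17.7 TPM in the mock libraries labelled eds1, 0.449 TPM in WT mock and 0.274 TPM in Atmlkl23 mock. Inoculated WT replicate 1 breaks this pattern at 7.62 TPM (46 reads), against 0 and 0.480 TPM in the other inoculated WT libraries, and no explanation of either was tested.

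A segment of another accession around EDS1 could gather calls between the libraries labelled eds1 and Col-0. The window of 100 tested genes around EDS1 held 1 call in mock, and 68.9% of 16182 such windows held as many, with a median of 1. This argues against a segment around EDS1 as the source of the 198 calls in mock. A segment with few expression differences stays open. A difference in time of day at sampling could give calls between lines. Of 12 clock genes, 10 were tested, and the largest number called in any of the 10 line comparisons was 0 by limma-trend. Without the fold minimum, 5 clock genes passed the adjusted p in Atmlkl23 against WT in mock and 3 in the libraries labelled eds1 against Col-0 in mock. The median log2 changes of morning and evening clock genes were -0.26 and -0.37 in the former comparison and -0.13 and -0.44 in the latter. Both sets thus moved the same way, and no shift of morning against evening genes was seen there. A small difference in time stays open. This check covered line comparisons only, not the effects of inoculation.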
